A study of Homo sapiens with 6 samples. Its data were reported in "The common oncogenomic program of NOTCH1 and NOTCH3 signaling in T-cell acute lymphoblastic leukemia" (2017).

How the data were processed

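RNA from TALL1 cells was extracted with Trizol and a column kit, labelled with biotin and hybridized to Affymetrix Human Genome U133 Plus 2.0 arrays, 2 arrays for each of 3 groups (DMSO, GSI and A4). The groups and replicate numbers come from the sample labels. The authors deposited log2 expression values made from the scanner files by robust multi-array averaging (RMA), which corrects the background, quantile-normalizes the arrays and summarizes the probes of a probe set. The submitters' processing notes name RMA and the affy package, version 1.50.0. RMA gives every array nearly the same distribution, so a change of most genes in one direction would not be seen, and it compresses changes of dim genes. The deposited log2 values were used as they are.

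The table held 54675 probe sets on 6 arrays. The 62 control probe sets were left out of the tests. A gene symbol was taken from the platform annotation where a probe set had 1 gene, updated through its Entrez number in a RefSeq gene table (assembly GRCh38.p14, used for names only), which matched 41037 of them. There were 41091 probe sets with 1 symbol, 1801 with several and 11721 that are unnamed here. Each of the 19775 genes was represented by the probe set with the highest mean over the 6 arrays, and 10523 genes had more than 1. Another probe set of the gene went the opposite way at an unadjusted p under 0.05 for 15 of 427 genes called with GSI that had several, 0 of 12 with A4 and 11 of 264 between GSI and A4.

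Groups were compared with limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit, eBayes), with all 6 arrays in 1 fit that left 3 residual degrees of freedom and a prior of 2.62. Tests were two-sided and called at a Benjamini-Hochberg adjusted p under 0.05. The study's methods name limma and a p of 0.05, without saying whether it was adjusted. Errors of log2 changes are limma's moderated standard errors, and errors of levels are standard deviations over 2 arrays. A fold stated for a gene is on the scale of RMA values, which understates changes of dim transcripts.

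The 23 gene lists with 509 entries (458 measured) were written before the data were examined, as were the tests, the alternatives and the rule for naming genes. Lists were tested by pre-ranked enrichment on the log2 change (fgsea 1.28.0, 10000 random gene lists, fixed seed, Benjamini-Hochberg over the 23 lists), and again with limma's camera (preset correlation 0.01 and an estimated correlation) and fry. The smallest p seen, 0.00017, is about the smallest these permutations can give. No list call was kept with the estimated correlation. Correlation between genes does not account for all of these losses. The list of FOXO-linked quiescence genes with GSI had an estimated correlation of -0.007, below the preset 0.01. Its camera adjusted p still went from 0.0309 with the preset to 0.231 with the estimate. For that list the loss cannot be put down to correlation between genes. Other lists had estimates above the preset, such as 0.112 for Notch targets and 0.15 for sterol synthesis, where correlation may contribute. How much of each loss came from correlation was not tested, so a lost call is not by itself evidence against a list. The genes named were every measured Notch target, the 8 largest falls and 8 largest rises among called genes whose treated arrays lay on the same side of both DMSO arrays, up to 4 genes with the smallest p of each other list described by its members, and for GSI against A4 the 5 largest in each direction. The genes of the largest changes with GSI are also given for A4.

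The fit was tested on simulated arrays with the real spread, with 200 of 19775 genes changed between GSI and DMSO. Over 20 simulations it called 91.3% of genes changed 1.5-fold, 99.2% of those changed 2-fold and 99.9% of those changed 4-fold, and 4.81% of its calls were false. The list test called 20 of 20 simulated lists shifted by -0.5 and 1 of 20 unchanged ones. To weigh the DMSO arrays that both comparisons share, unchanged groups were simulated 100 times. All these simulations drew the noise of each gene independently. They do not show how the tests, or the range over draws, behave when genes vary together.

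The alternatives were the mean of a gene's probe sets, all probe sets, only genes with a mean of at least 5, eBayes with trend and robust settings, median centring, quantile normalization and cyclic loess of the deposited values, fits of only the 4 arrays compared, an unadjusted p under 0.05, an adjusted p under 0.01, a threshold of 1.5-fold added, a replicate block, leaving out each array in turn, each treatment against its own DMSO array, and other list tests. Leaving out 1 array leaves a group with 1 array, which is then assumed to vary like the other groups. An array of the group outside a comparison takes no part in its log2 changes. Leaving it out alters only the estimate of spread, and either array of that group gives the same calls. A call lost that way does not show that it relied on that array. Tables were read with the data.table package (version 1.17.8) and plots drawn with matplotlib 3.10.9. Scaling moved the median of all genes by under 0.1. No scanner files were used here, so background and outliers of single arrays were checked only through the control probe sets.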

Results

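Gene expression was measured in TALL1, a human T-cell acute lymphoblastic leukemia (T-ALL) line whose growth depends on NOTCH3, on 6 Affymetrix oligonucleotide arrays. The arrays fell into 3 groups of 2: cells given the vehicle DMSO, cells given a gamma-secretase inhibitor (GSI, compound E at 1 µM), which blocks the cleavage that frees the active intracellular part of every NOTCH receptor, and cells given A4, an antibody against the negative regulatory region of NOTCH3. The labels give 1 day for DMSO and GSI and 72 h for A4, whereas the study's text gives a single time for all of them. No array of cells kept for 72 h without A4, or given a control antibody, was among the 6, so an effect of A4 cannot be separated from one of exposure time or of antibody as such. Values are RMA expression on a log2 scale. Spike-in control probe sets lay clearly above DMSO on a pair of arrays. The hybridization controls averaged 12.21 on GSI replicate 1 against 11.71 and 11.57 with DMSO. The poly-A controls averaged 8.61 on A4 replicate 2 against 8.24 and 8.2. On the other treated arrays the poly-A controls lay below DMSO, at 7.92 on GSI replicate 2, 8.05 on GSI replicate 1 and 8.09 on A4 replicate 1. Array medians lay between 5.89 and 5.92. Replicate arrays correlated at r = 0.998 to 0.999 across the 19775 genes, each represented by its brightest probe set. Arrays of different groups were nearly as close. DMSO and A4 arrays correlated at 0.99845 to 0.99853, above the 0.99836 of the GSI replicates, and DMSO and GSI arrays at 0.99691 to 0.99735. The labels do not say that replicates came from separate cultures, so p-values measure only the spread between these arrays, which may be technical. The number of arrays, 2 per group, limits the precision. No genomic positions are given because the array's table names no genome build.

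The first comparison asked which transcripts change when all gamma-secretase-dependent signaling is shut off. Known targets of Notch were among the genes that fell furthest with GSI. DTX1, an E3 ligase that modulates Notch signaling, went from 10.44 ± 0.01 (SD, n = 2) with DMSO to 7.42 ± 0.06 with GSI, which is 8.13-fold lower (limma, adjusted p = 5.56e-05, probe set 227336_at). The transcriptional repressors HES1, HEY1 and HES4 fell as well (log2 changes -2.77, -2.63 and -2.31, each with an adjusted p of 5.56e-05), and so did NRARP, a feedback inhibitor of Notch (-2.62, adjusted p = 8.87e-05). MYC, the growth-promoting transcription factor, went from 10.86 ± 0.03 to 9.01 ± 0.04, 3.61-fold lower (adjusted p = 0.000106, probe set 202431_s_at).

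Of the 20 measured Notch target genes, 13 were lower with GSI and 0 were higher over all genes tested, and 14 were lower when p was adjusted over the list alone. The receptors themselves were among them: the log2 change was -1.35 ± 0.08 (SE) for NOTCH3 and -0.94 ± 0.05 for NOTCH1. IL7R, the interleukin 7 receptor chain (-1.19 ± 0.06), PTCRA, the pre-T cell receptor alpha chain (-0.70 ± 0.08), IGF1R (-0.60 ± 0.06), HES5 (-0.58 ± 0.09) and SHQ1 (-0.39 ± 0.05) fell too. CDK6 (-0.27), SKP2 (-0.09), HEY2 (-0.05), IL2RA (-0.03), HEYL (0.01), CR2 (0.04) and CCND3 (0.08) did not pass. The list as a whole ranked low (normalized enrichment score -2.70, adjusted p = 0.00136 by permutation against 10000 random lists). That call was kept with camera's preset correlation (adjusted p = 1.76e-20) and with fry (adjusted p = 0.000256). In camera with a correlation estimated from the genes it was lost (adjusted p = 0.0933 with an estimated correlation). Several of these genes are named by the study from the same arrays, so their direction is not independent evidence. Second probe sets of NOTCH3 (203237_s_at, -0.11) and NOTCH1 (223508_at, -0.18) moved little. When each array was left out in turn, 9 of the 13 calls were kept each time. SHQ1 lost its call without any 1 of the 6 arrays (adjusted p from 0.0657 to 0.138), and HES5 without either DMSO array, GSI replicate 2 or either A4 array (up to 0.173). PTCRA lost it without any DMSO or GSI array (up to 0.111), and IGF1R without either DMSO array or GSI replicate 1 (up to 0.0754).

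**Figure D1:**
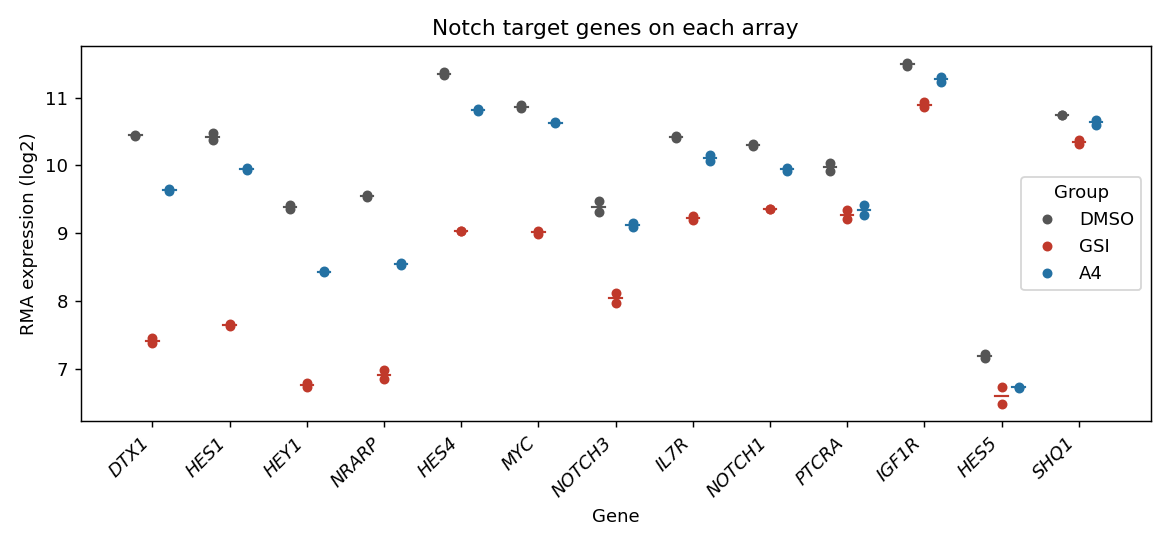
RMA expression (log2, vertical axis) of the 13 Notch target genes that passed with GSI (horizontal axis), with 1 point per array and a short line at each group mean of 2 arrays. MYC sits near 10.86 with DMSO and 10.63 with A4 but at 9.01 with GSI, and DTX1 at 10.44, 9.64 and 7.42.

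The 8 largest falls also held PRKG2, a cGMP-dependent protein kinase, the carboxypeptidase gene CPA4 and the pseudogene CMAHP, with log2 changes of -3.02 ± 0.14 (SE), -2.56 ± 0.07 and -2.33 ± 0.08. Of the other CMAHP probe sets 210571_s_at gave -1.45 (adjusted p = 0.0128) and 229604_at -0.09, and the dim 1554862_at 0.007. The largest rise was that of RASGRP1, an exchange factor that activates RAS downstream of the T cell receptor, at 4.42-fold (adjusted p = 9.48e-05). TMT1A (log2 change 1.68 ± 0.06, SE), the HMG-box gene TOX2 (1.56 ± 0.07), RASD1 (1.40 ± 0.07) and the arrestin-related gene ARRDC3 (1.24 ± 0.07) followed, with PIERCE2 (0.97), STK11IP (0.89) and DHRS2 (0.89). The rise of TMT1A was seen with 1 of its 4 probe sets, the brightest. All 16 of these largest changes were kept when any single array was left out.

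In all, 682 of 19775 genes passed with GSI at a limma adjusted p under 0.05, 378 lower and 304 higher. The majority turned with quantile normalization (339 higher and 336 lower), with genes of a mean of at least 5 (649 and 642), with trend and robust settings (1248 and 1228) and at an unadjusted p under 0.05 (2285 and 1685), whereas over all probe sets 192 were higher and 440 lower. A change of at least 2-fold was seen in 52 of the lower and 5 of the higher genes. The count fell to 126 without DMSO replicate 1, 120 without DMSO replicate 2, 160 without GSI replicate 1, 228 without GSI replicate 2 and 236 without either A4 array, and 100 genes passed in every one of these fits. Without GSI replicate 1 and A4 replicate 2 together, a setting chosen after seeing the data, 8 passed.

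Genes of ribosome biogenesis and MYC targets were lower with GSI. Of 34 ribosome biogenesis genes, 18 were lower and 0 higher (28 lower when adjusted over the list alone), including RRS1 (-0.92), NOP16 (-0.63), NIP7 (-0.54) and LYAR (-0.43), all of which act in the nucleolus or in the maturation of ribosomal subunits. Their enrichment score was -2.79 (permutation adjusted p = 0.00136), lost with an adjusted p = 0.0619 with an estimated correlation. Of 34 MYC target genes, 13 were lower and 0 higher (19 lower and 1 higher when adjusted over the list alone), with NME1 at -0.63, the transferrin receptor gene TFRC at -0.56, C1QBP at -0.51 and EXOSC5 at -0.58. The MYC list scored -2.46 (permutation adjusted p = 0.00136, and adjusted p = 0.0933 with an estimated correlation). Calls were lost for NOP16 without DMSO replicate 1 (adjusted p = 0.0554), for TFRC without either DMSO array (up to 0.0538), for NIP7 and C1QBP without either DMSO array or GSI replicate 1 (up to 0.0743 and 0.0756), and for LYAR and EXOSC5 without any DMSO or GSI array (up to 0.0939 and 0.0912). The 16 cytosolic ribosomal protein genes gave 0 limma calls (2 at an unadjusted p under 0.05, both higher) and did not pass as a list (median -0.02, mean 0.03, score 1.53, adjusted p = 0.0922).

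Of 28 genes of the T cell receptor and of thymocyte identity 8 were lower with GSI and 1 higher (11 and 2 when adjusted over the list alone). TRAT1, a T cell receptor adaptor (-0.73 ± 0.05, SE), and the kinase gene LCK (-0.35 ± 0.05) fell, while THEMIS, needed for thymocyte selection, rose by 0.36 ± 0.05. PTCRA, which belongs to this list and to the Notch targets, is given above. The list passed (score -2.11, permutation adjusted p = 0.00448), and lost its call with an adjusted p = 0.129 with an estimated correlation. Among 23 T lineage transcription factors 3 were lower, TCF3 (-0.32), BCL11B (-0.31) and MYB (-0.28), and the list did not pass (adjusted p = 0.458). Without any 1 of the 6 arrays LCK, THEMIS, TCF3, BCL11B and MYB each lost their calls (adjusted p up to 0.148, 0.146, 0.177, 0.182 and 0.19).

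Genes of sterol synthesis rose with GSI. All 16 measured members were higher when adjusted over the list alone, and 4 of them over all genes: lanosterol synthase LSS (0.64 ± 0.05, SE), EBP (0.50 ± 0.05), MSMO1 (0.35 ± 0.05) and DHCR7 (0.41 ± 0.06). The score was 2.29 (permutation adjusted p = 0.00136), with an adjusted p = 0.129 with an estimated correlation. LSS lost its call without either DMSO array (adjusted p up to 0.0567), EBP also without GSI replicate 1 (up to 0.076), and MSMO1 and DHCR7 without any 1 of the 6 arrays (up to 0.154 and 0.158). Of 25 amino acid stress response genes 5 were higher and 0 lower, among them DDIT3 (0.55), WARS1 (0.46), DDIT4 (0.40) and TRIB3 (0.39). That list scored 1.85 (permutation adjusted p = 0.00515, and adjusted p = 0.322 with an estimated correlation). DDIT3 lost its call without either DMSO array or GSI replicate 1 (up to 0.0753), WARS1 without any DMSO or GSI array (up to 0.142), and DDIT4 and TRIB3 without any 1 of the 6 (up to 0.125 and 0.126).

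Of 18 FOXO-linked quiescence genes 2 were higher, PIK3IP1 (0.72) and TXNIP (0.58), and the list passed at an adjusted p of 0.00448 by permutation, which became adjusted p = 0.231 with an estimated correlation. The FOXO-linked list also lost its call without DMSO replicate 1 (adjusted p = 0.0563) and without GSI replicate 2 (adjusted p = 0.163), as did TXNIP without either DMSO array or GSI replicate 1 (up to 0.0707). NF-kB targets did not pass as a list (adjusted p = 0.162), with CD83 (0.55) and LTB (0.35) higher among 15. Of 22 cell cycle inhibitors and p53 targets, TP53INP1 (0.63) and CDKN2D (0.27) were higher and GADD45A (-0.65) lower (adjusted p = 0.458). Of 23 glycolysis genes, HK2 (-0.70), PFKM (-0.33) and the glucose transporter gene SLC2A1 (-0.34) were lower and SLC2A3 (0.45) higher (adjusted p = 0.458). Of 23 interferon response genes, ISG20 (0.51) and IRF9 (0.26) were higher and MX2 (-0.68) lower (adjusted p = 0.458), and of 18 apoptosis regulators PMAIP1, a BH3-only gene, was lower (-0.41, adjusted p of the list 0.713). Without any 1 of the 6 arrays LTB, CDKN2D, PFKM, SLC2A1, SLC2A3, IRF9 and PMAIP1 lost their calls (up to 0.14, 0.198, 0.154, 0.21, 0.186, 0.215 and 0.113). Without either DMSO array TP53INP1 lost its call (up to 0.0856), as did CD83, also without GSI replicate 1 (up to 0.0799), and ISG20 and MX2, also without either GSI array (up to 0.131 and 0.0756).

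Few genes of cell division passed with GSI. Of 31 DNA replication and G1/S genes 0 passed in limma (1 higher at an unadjusted p under 0.05), and of 30 mitosis genes 1 was higher, the spindle checkpoint kinase TTK (0.33 ± 0.04, SE), which lost its call without any 1 of the 6 arrays (adjusted p up to 0.154). Neither list passed (adjusted p = 0.942 and 0.786). The lists of Notch receptors and ligands (adjusted p = 0.086), Notch pathway machinery (0.0897) and immediate early and heat shock genes (0.909) did not pass with GSI. FBXW7, the ubiquitin ligase that marks active NOTCH for degradation, was the 1 gene of the pathway machinery list that rose (0.71 ± 0.04). Markers of B cells, myeloid cells, NK cells and erythroid or stromal cells gave 0 limma calls among 11, 12, 9 and 9 genes (0, 3, 3 and 2 at an unadjusted p under 0.05), and the lists did not pass (adjusted p = 0.648, 0.386, 0.3 and 0.648). The 3' minus 5' difference of the ACTB control probe sets, a sign of RNA quality, was larger with GSI (1.81 and 1.85) and A4 (1.87 and 1.91) than with DMSO (1.72 and 1.70), while that of GAPDH stayed between 0.15 and 0.19.

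The second comparison asked what blocking NOTCH3 alone does. A4 lowered 4 of the Notch targets that GSI lowered, each by less (all 4 called lower with GSI than with A4). The log2 changes were -0.99 ± 0.06 (SE, adjusted p = 0.017) for NRARP, -0.95 ± 0.05 (adjusted p = 0.0134) for HEY1, -0.80 ± 0.05 (adjusted p = 0.0204) for DTX1 and -0.53 ± 0.05 (adjusted p = 0.0384) for HES4. These are the 4 of 20 Notch target genes that passed with A4, all lower, and 12 were lower and 1 higher when adjusted over the list alone. The list ranked low (score -2.52, permutation adjusted p = 0.00461), with an adjusted p = 0.33 with an estimated correlation, and as above its genes are partly the study's own. MYC, at 10.86 ± 0.03 with DMSO and 10.63 ± 0.01 (SD) with A4, did not pass (log2 change -0.23 ± 0.05, SE, adjusted p = 0.228).

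The other Notch targets did not pass with A4. PTCRA (-0.63), HES1 (-0.48), HES5 (-0.47), NOTCH1 (-0.36), IL7R (-0.30), NOTCH3 (-0.27), IGF1R (-0.22), HEY2 (-0.13), SHQ1 (-0.11), HEYL (-0.04), CDK6 (-0.03), SKP2 (-0.02), CR2 (0.05), IL2RA (0.11) and CCND3 (0.18) had adjusted p-values of 0.0712 or more. Outside that list the largest fall with A4 was that of the phosphatase gene PPEF1, 2.88-fold (adjusted p = 0.0384), followed by CPA4 (-0.99), the Notch-induced long noncoding RNA LUNAR1 (-0.93), the calponin gene CNN3 (-0.91) and LINC01120 (-0.74). All of these were lower with GSI as well, at -2.00, -2.56, -2.05, -1.04 and -1.27. PPEF1 and CNN3 were dim in both treatments (3.59 and 4.09 with GSI, 4.06 and 4.22 with A4).

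The gene that rose furthest with A4 was CCR9. CCR9, a chemokine receptor of thymocytes, rose 2.53-fold (adjusted p = 0.00853), from 6.15 to 7.49, and RASGRP1 rose 2.34-fold (adjusted p = 0.00853). RGS1, a regulator of G protein signaling, rose by 1.10 ± 0.06 (SE) and CD1A, a surface antigen of cortical thymocytes, by 0.93 ± 0.05, whereas with GSI both were lower (-0.51 and -0.32), calls that were lost without any 1 of the 6 arrays (adjusted p up to 0.117 and 0.178). TC2N (1.08), RASD1 (0.99), DDX4 (0.95) and TOX2 (0.80) completed the 8 largest rises. FBXW7 was again higher (0.57 ± 0.04). Among the 16 largest changes with GSI, those that did not pass with A4 were, besides HES1, PRKG2 (-0.47), CMAHP (-0.36), TMT1A (0.36), STK11IP (0.38), ARRDC3 (0.43), DHRS2 (0.57) and PIERCE2 (0.61).

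As a list, T cell receptor and thymocyte genes ranked high with A4 (score 1.81, permutation adjusted p = 0.0231), the opposite of their direction with GSI, and that call was lost with an adjusted p = 0.33 with an estimated correlation. Of the 28 genes 3 were higher, CD1A, DNTT (0.50 ± 0.04, SE), which encodes terminal transferase, and THEMIS (0.52 ± 0.05), and 0 were lower (2 at an unadjusted p under 0.05 in limma). CD2 (0.48) did not pass. With adjustment over the list alone 7 were higher and 2 lower. Of the T lineage transcription factors IKZF2 rose (0.64 ± 0.05), and that list did not pass (adjusted p = 0.095). The ACTB 3' minus 5' difference was 0.18 higher with A4 than with DMSO and 0.12 higher with GSI.

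Ribosome biogenesis genes ranked slightly low with A4 (median -0.07, score -1.95, permutation adjusted p = 0.00692), with 0 of 34 passing singly in limma (4 lower at an unadjusted p under 0.05) and an adjusted p = 0.33 with an estimated correlation. Their smallest p-values belonged to NOB1 (-0.18), NOP16 (-0.17), POLR1B (-0.22) and HEATR1 (-0.12). The call was lost without A4 replicate 1 (adjusted p = 0.0552) or A4 replicate 2 (adjusted p = 0.135). The MYC targets did not pass (score -1.50, adjusted p = 0.095). Sterol synthesis genes had 0 limma calls (1 lower at an unadjusted p under 0.05) and a median of -0.04 (adjusted p = 0.102), with MVK at -0.15, SC5D at -0.10, MSMO1 at -0.11 and LSS at -0.11. Immediate early and heat shock genes passed (score 1.75, permutation adjusted p = 0.042, and adjusted p = 0.33 with an estimated correlation) with 1 of 16 genes higher, the early growth response gene EGR1 (0.80 ± 0.08, SE). EGR1 lost its call with quantile normalization (adjusted p = 0.0522) and cyclic loess (0.0519). The 9 Notch receptors and ligands passed as well (score -1.78, permutation adjusted p = 0.0267, and adjusted p = 0.598 with an estimated correlation), although 0 of them passed singly in limma (2 lower at an unadjusted p under 0.05). Their median was 0.001, which turned to -0.003 with quantile normalization and -0.006 with cyclic loess, and their mean -0.06. These last 2 lists lost their calls without DMSO replicate 1 (adjusted p = 0.257 for each), A4 replicate 1 (0.0612 and 0.256) or A4 replicate 2 (0.144 and 0.326), and the receptors also without DMSO replicate 2 (0.181).

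With A4 the lists of Notch pathway machinery (adjusted p = 0.175), cytosolic ribosomal proteins (0.819), DNA replication and G1/S (0.0921), mitosis (0.96), cell cycle inhibitors and p53 targets (0.886), apoptosis regulators (0.77), FOXO-linked quiescence (0.102), amino acid stress response (0.815), glycolysis (0.169), NF-kB targets (0.175) and interferon response (0.13) did not pass. The marker lists of B cells, myeloid cells, NK cells and erythroid or stromal cells gave 0 limma calls (2, 1, 3 and 1 at an unadjusted p under 0.05) and did not pass (0.646, 0.819, 0.123 and 0.551).

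In total 26 genes passed with A4 (limma, adjusted p under 0.05), 16 higher and 10 lower, against 1946 at an unadjusted p under 0.05, where chance alone gives about 989. A GSI array takes no part in the A4 change, so a fit without it keeps each log2 change and alters only the estimate of spread. Calls lost in that way say nothing about the size of the change. The calls of this small set needed a spread estimated from all 6 arrays. The count was 0 in the limma fit without any single one of them, whether DMSO replicate 1 or 2, GSI replicate 1 or 2, or A4 replicate 1 or 2, with 1573, 1606, 2236, 2236, 1342 and 1333 genes at an unadjusted p under 0.05. Every gene named here as changed with A4 lost its call in these fits (adjusted p from 0.0529 to 0.462).

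The third question was how far A4 goes in the direction of GSI. Of the 378 genes lowered by GSI, 303 (80.2%) also had a lower mean with A4, and 10 of them passed. Both comparisons share the DMSO arrays, which by themselves give 62.9% when A4 arrays without any effect are simulated (highest of 100 draws 66.0%). The simulated noise was independent between genes, so the spread over draws, here and below, is too narrow if genes vary together. The simulated GSI effects were the observed changes, which already contain noise. Simulated shares, ratios and counts may therefore be too low, and the excess of A4 over them too large. For these genes the median log2 change was -0.47 with GSI and -0.10 with A4, and the median ratio of the A4 to the GSI change was 0.217 (quartiles 0.046 and 0.364), against 0.0575 in the simulation. When p was adjusted over these 378 genes alone, 96 were lower and 8 higher with A4. The 10 genes called lower and the 6 called higher with both treatments compare with at most 0 and 1 in any draw of that simulation. Another 4 genes were called in opposite directions, lower with GSI and higher with A4. Of all genes called with A4, 6 had a GSI change of the other sign. Of the 304 genes raised by GSI, 261 (85.9%) had a higher mean with A4, compared with 65.3% in the simulation, and their median ratio was 0.352, against 0.0834.

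Across all 19775 genes the log2 changes with GSI and A4 correlated at r = 0.462, a correlation across genes, which are not independent replicates. Simulated groups without effects gave 0.50 from the shared DMSO arrays. The covariance was 0.00975 against 0.00345 in the simulation, a difference of 0.0063. With GSI set against 1 DMSO array and A4 against the other, r was 0.191 or 0.22. Part of the excess may still come from the shared controls.

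**Figure D2:**
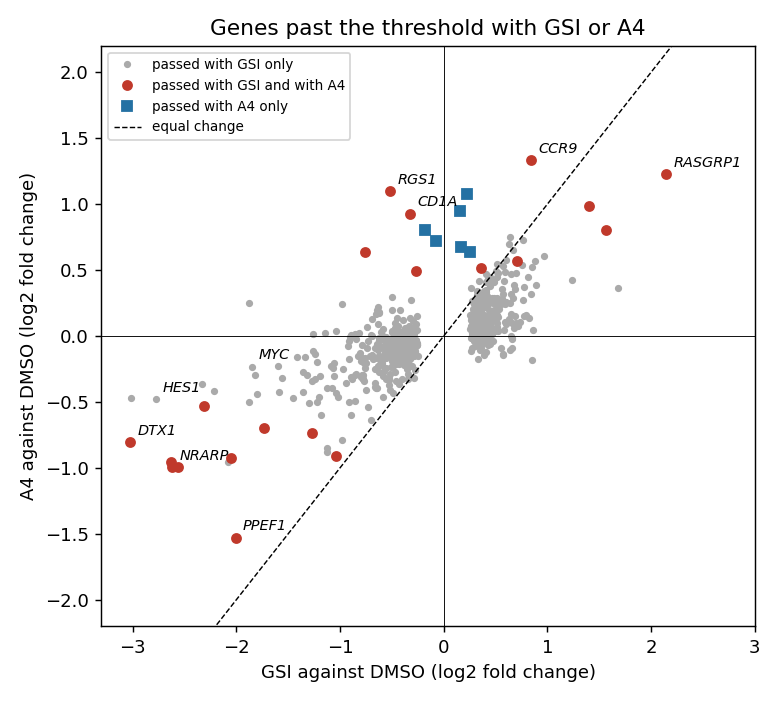
Log2 fold change with GSI (horizontal axis) against that with A4 (vertical axis), both relative to DMSO, for the 688 genes past an adjusted p of 0.05 in at least 1 comparison, 1 point per gene. Most genes lie between the horizontal axis and the dashed line of equal change. RGS1 and CD1A lie on opposite sides of 0 for the 2 treatments, and 6 genes passed with A4 only.

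Tested directly, 440 genes differed between GSI and A4 (limma, adjusted p under 0.05), 296 lower and 144 higher with GSI. The 5 largest falls were those of PRKG2 (-2.54), HES1 (-2.30), DTX1 (-2.22), the antisense transcript HECW2-AS1 (-2.13) and CMAHP (-1.96), and the 5 largest rises those of TMT1A (1.31), ERVFRD-1 (1.03), RASGRP1 (0.92), TSC22D3 (0.82), a glucocorticoid-induced leucine zipper gene, and ARRDC3 (0.81). MYC was lower with GSI than with A4 by -1.62 ± 0.05 (SE, adjusted p = 0.000327), and 10 of the 20 Notch targets were lower. NOTCH3 lost this call without either A4 array (adjusted p up to 0.0638), NOTCH1 and ARRDC3 without any GSI or A4 array (up to 0.0988 and 0.0929), and IGF1R without any 1 of the 6 (up to 0.246). PTCRA did not pass (-0.07 ± 0.08, adjusted p = 0.7). CD1A, RGS1 and DNTT were lower with GSI than with A4 (adjusted p = 0.000654, 0.000654 and 0.00252). Of the 378 genes lowered by GSI, 217 were called lower with GSI than with A4 and 0 higher. These genes were picked for low values on the same GSI arrays, which favours that direction, so the split is not separate evidence. The count of 440 fell to 124 without either DMSO array, 83 and 94 without GSI replicate 1 and 2, and 47 and 46 without A4 replicate 1 and 2. Without GSI replicate 1 and A4 replicate 2 together, limma gave 0 (2194 at an unadjusted p under 0.05). With arrays centred on their medians 22.6% of the calls were higher with GSI, with quantile normalization 40.5% and with cyclic loess 38.1%, against 32.7% here. At an unadjusted p under 0.05 more genes were higher (1987) than lower (1694), and over all probe sets 66 calls were higher and 253 lower.

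By lists, Notch targets (score -2.67), MYC targets (-2.34), ribosome biogenesis (-2.79) and T cell receptor and thymocyte genes (-2.47) were lower with GSI than with A4, and sterol synthesis (2.44, 7 of 16 higher) and the amino acid stress response (2.08) were higher, each with a permutation adjusted p of 0.000905. With an estimated correlation these calls were lost, with adjusted p = 0.0851 for the Notch, MYC, thymocyte and sterol lists, 0.0797 for ribosome biogenesis and 0.187 for amino acid stress. Cytosolic ribosomal protein genes also passed (1.78, permutation adjusted p = 0.0124, and adjusted p = 0.91 with an estimated correlation), with 0 of 16 called in limma (2 higher at an unadjusted p under 0.05) and a median of 0.001 that turned to -0.026 with median centring and -0.003 with quantile normalization. The list lost the call without GSI replicate 1 (adjusted p = 0.0919), GSI replicate 2 (0.0607) or A4 replicate 1 (0.0722). The other 16 lists did not pass, with adjusted p-values from 0.0554 to 0.906. The treatments differ in exposure time as well as in target, and they may differ in how completely they block Notch.

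**Figure D3:**
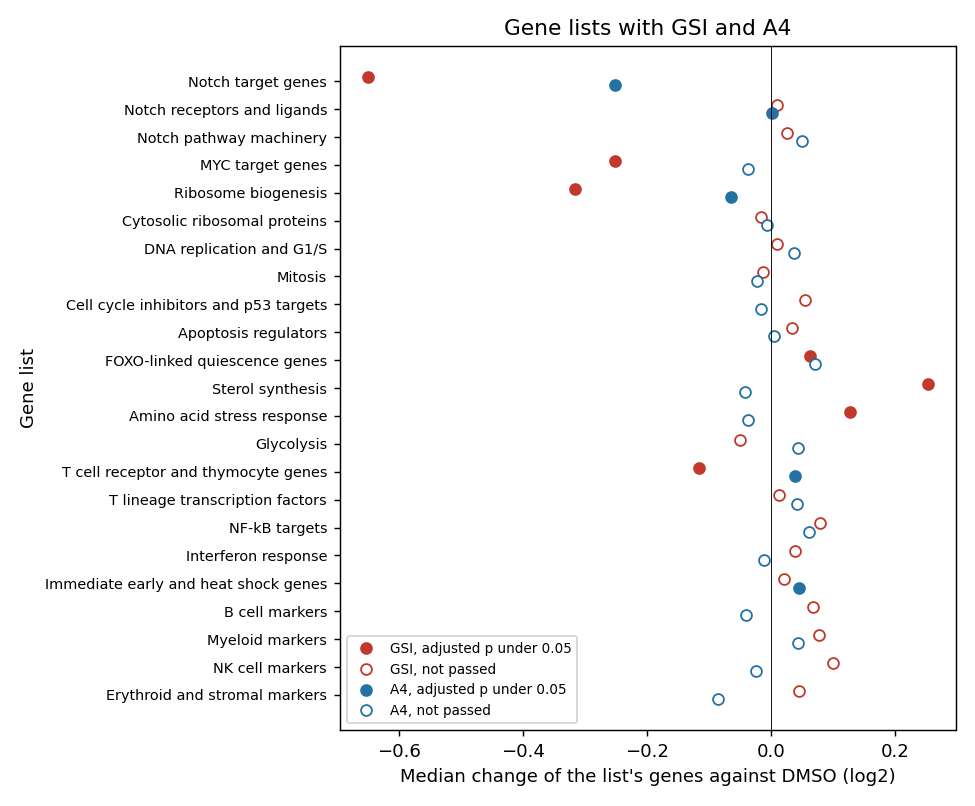
Median log2 change of each of the 23 gene lists (vertical axis) against DMSO (horizontal axis), in red with GSI and in blue with A4, with a filled point where the list passed at an adjusted p under 0.05. Notch targets lie at -0.65 and -0.25, sterol synthesis at 0.25 and -0.04, and T cell receptor and thymocyte genes at -0.12 and 0.04.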

Values the study reported

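The study reported 760 genes with a p under 0.05 in at least 1 of its comparisons of GSI or A4 with DMSO in TALL1 cells.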

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

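The tests in this part were chosen after the results had been seen, except those of the sterol list in GSI replicate 2 and of expression level. Spike-in control probe sets, which measure added transcripts and none of TALL1, lay clearly above DMSO on a pair of arrays. The hybridization controls averaged 12.21 on GSI replicate 1, above the 11.71 and 11.57 of the DMSO arrays. The poly-A controls averaged 8.61 on A4 replicate 2, above 8.24 and 8.20 with DMSO. They were lowest on GSI replicate 2, at 7.92. Probe sets without a single gene name also passed: 97 with GSI, 5 with A4 and 48 between GSI and A4, of 13522.

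One pattern is the breadth of the GSI changes while the controls of the GSI arrays differed from DMSO. GSI replicate 2 had the lowest poly-A controls (7.92), so it is not a clean reference. GSI replicate 1 had the highest hybridization controls. Against an effect of that array alone, over the 228 genes with the lowest p in a fit without GSI replicate 2 and DMSO replicate 2, the change between those unused arrays was 0.915 of the change between GSI replicate 1 and DMSO replicate 1 (median, quartiles 0.708 and 1.02), with the same sign in 215. The sterol list's median in GSI replicate 2 was 1.05 times that of both arrays (0.276 and 0.221 against the single DMSO arrays). RNA quality is argued against for the sterol genes, since A4 had the larger ACTB difference but a sterol median of -0.042 (SD of members 0.056). That argument holds only if A4 itself did not lower these genes, which was not tested. A fall in Notch signaling remains a candidate explanation that the arrays do not separate from other effects of the inhibitor.

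The next pattern is a rise of some thymocyte genes with A4, 3 of 28 called higher with a list median of 0.039 and PTCRA at -0.63, where the list call was lost with an adjusted p = 0.33 with an estimated correlation. Admixed cells outside the T lineage are argued against, because the highest median among the B cell, myeloid, NK and erythroid or stromal lists was 0.044. CD79A (6.98 with DMSO, 6.90 with A4), LYZ (4.2 and 4.31), NKG7 (8.24 and 8.13) and HBB (6.70 and 6.61) stayed near their DMSO levels. The NK genes FGFBP2 (0.545), KLRF1 (0.279) and KLRD1 (0.247) nevertheless had higher means (limma, unadjusted p = 0.0245, 0.0167 and 0.0424, with 0 called). They did so with GSI as well (0.69, 0.401 and 0.203). These lists cannot detect another T-lineage population, so that explanation stays open. Longer culture cannot be told apart from the antibody, since 0 arrays were held for 72 h without A4. RNA quality also stays open: the ACTB difference was 0.18 above DMSO with A4 and 0.12 with GSI, and the thymocyte list fell with GSI. Blocking of NOTCH3 itself was not tested apart from these.

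Another pattern is that A4 did not scale the GSI changes evenly. With a common scale of 0.217, 57 of the 378 genes lowered by GSI (15.1%) departed at an adjusted p under 0.05 over these genes, 32 with relatively more and 25 with relatively less reduction by A4, which argues against a common scale (11.8% of the 365 genes with a mean of at least 5 in each group). PTCRA (ratio 0.902), LUNAR1 (0.452), NRARP (0.379) and HEY1 (0.362) lay above the scale, and RGS1 (-2.14), CD1A (-2.90), ANXA1 (-0.844) and DNTT (-1.83) were on the other side of 0 (genes chosen after their values were seen). The GSI call of DNTT, like those of RGS1 and CD1A, was lost without any 1 of the 6 arrays. A trend with expression level is argued against, because Spearman's rho between ratio and DMSO level was 0.000889 (SE 0.0516, 95% interval -0.1 to 0.102), under the 0.1 set beforehand by more than its SE. Slower, partial or NOTCH3-restricted responses may differ between genes, which these arrays cannot separate. For the partial growth inhibition by A4, the study proposes that the antibody blocked the pathway incompletely. Its protein blots detected active NOTCH3 but no active NOTCH1 in TALL1 cells.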

How the results depend on the processing

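The setting without GSI replicate 1 and A4 replicate 2 together, called odd below because some of their spike-in controls lay above DMSO, was chosen after seeing the data. Causes of the shifts below were not tested, except that fewer arrays leave fewer degrees of freedom and the dim filter tests fewer genes. Counts of genes for GSI, A4, GSI against A4, and either treatment against DMSO (682, 26, 440 and 688) became 1291, 71, 960 and 1308 with the dim filter, 2476, 444, 2049 and 2583 with trend and robust settings, and 3970, 1946, 3681 and 4952 at an unadjusted p under 0.05. They became 183, 2, 92 and 183 at an adjusted p under 0.01, and 183, 22, 119 and 191 with a 1.5-fold threshold. With only the 4 arrays compared they were 236, 0, 124 and 236 (2236 for A4 at an unadjusted p under 0.05), and without both arrays with odd controls 8, 0, 0 and 8 (unadjusted 2678, 1527 and 2194 for the first 3). Leaving out single arrays gave 120 to 236, 0 to 0, 46 to 124, and 120 to 236. Other probe set rules and normalizations stayed within 1.5 times, but with quantile normalization 50.2% of the GSI calls were higher, against 44.6%. The replicate 1 arrays shared little deviation from their group means (correlations 0.07, 0.053 and 0.014). The labels do not say whether replicate numbers pair the samples, and these values cannot settle it. The replicate block gave 329, 0, 143 and 329 calls (limma, 2040 for A4 at an unadjusted p under 0.05) and a ratio of 0.237. It leaves each log2 change as it was, so the list ranks were not tested by it.

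The share of GSI-lowered genes with a lower A4 mean (80.2%) was 84.8% with mean probe sets, 75.4% with the dim filter, 75.8% with median centring, 84.8% and 88.8% with separate DMSO arrays, and 81.3% to 90.2% without single arrays. The median ratio (0.217) was 0.199 with the dim filter, 0.183 with median centring, 0.253 with quantile normalization, 0.245 with cyclic loess, 0.27 with A4 against DMSO replicate 1, and 0.217 to 0.266 without single arrays. The correlation (0.462) was 0.191 and 0.22 with separate DMSO arrays, 0.393 as Spearman's, 0.718 over genes called in either, and 0.396 to 0.554 without single arrays.

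Lists past the threshold (7, 5 and 7) were 0, 0 and 0 with an estimated correlation, 12, 3 and 14 with fry, and for A4 10 when ranked by moderated t. Without single arrays they were 6 to 8, 2 to 5 and 6 to 10. Adjusted p with an estimated correlation was 0.0933 for Notch and MYC targets with GSI and 0.33 for Notch targets with A4. MYC targets with A4 (0.095) passed when ranked by moderated t (0.0106) and with camera's preset correlation (0.00846), and lay between 0.0399 and 0.334 without single arrays. Without single arrays Notch targets lay between 0.00124 and 0.00145 with GSI and 0.0043 and 0.00485 with A4, and MYC targets with GSI between 0.00124 and 0.00145. These values are near the smallest that the permutations can give, so their narrow ranges are no measure of stability. Leaving out an array of the group outside a comparison also leaves the list ranks as they were.

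Of 910 values of the other lists, 42 lost and 42 gained a call and 0 reversed. That total holds 65 values of the replicate block and the fits without an array outside the comparison. Neither could change a list's ranks, so the total overstates stability. Of 2702 values of named genes, 2095 kept direction and call, 545 lost and 45 gained a call. The 17 reversals were in comparisons in which the gene had no call. With mean probe sets CR2 was -0.03 (GSI) and -0.1 (A4) and IL2RA 0.0526 (GSI), and with median centring HEYL was -0.00542 (GSI). Without single arrays the GSI change ranged from -0.0141 to 0.101 for CR2 (-0.00869 without DMSO replicate 1), -0.165 to 0.0725 for HEY2 (0.0245 without GSI replicate 1), -0.0324 to 0.0467 for HEYL, -0.143 to 0.0873 for IL2RA (0.0272 without DMSO replicate 1), -0.554 to 0.00231 for GIMAP4 and -0.00411 to 0.0369 for GIMAP5. The A4 change ranged from -0.0837 to 0.182 for CR2 (-0.00292 without DMSO replicate 1) and -0.0875 to 0.01 for HEYL, and GSI against A4 from -0.147 to 0.00993 for PTCRA. Signal over background limits dim genes such as CR2 and HEY2, whose DMSO levels were 3.51 and 3.44.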

Other observations

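The groups in this part were chosen after the calls had been seen, but the medians tested below were not looked at before their predictions were written. Of 7 measured GIMAP genes, a family of GTPases of lymphocyte survival that lie next to each other, 5 were lower with GSI: GIMAP7 by -1.58 ± 0.05 (SE), GIMAP1 by -1.27 ± 0.05, GIMAP6 by -1.24 ± 0.05, GIMAP8 by -1.18 ± 0.07 and GIMAP2 by -0.91 ± 0.06. GIMAP4 (-0.28) and GIMAP5 (0.02) did not pass. With A4 0 of the 7 passed, although 6 had lower means, with GIMAP8 at -0.60 and GIMAP7 at -0.42 (limma adjusted p = 0.0698 and 0.0712). The 5 were lower with GSI than with A4 (adjusted p from 0.00068 to 0.0195), where GIMAP2 lost its call without either A4 array (up to 0.0772) and GIMAP8 without any 1 of the 6 (up to 0.173).

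Because sterol genes and some genes of the endoplasmic reticulum rose with GSI, it was asked whether members of these programs that had not been looked at rose too. Among 20 further genes of protein folding in the endoplasmic reticulum the median change with GSI was 0.235 (permutation adjusted p = 0.000522, and unadjusted p = 0.00757 with an estimated correlation), 19 had a higher mean, and 3 passed: MANF (0.33), DNAJC3 (0.30) and PDIA4 (0.28). Without any 1 of the 6 arrays these 3 lost their calls (adjusted p up to 0.15, 0.164 and 0.189). The genes that raised the question were CRELD2 (0.69), WFS1 (0.47), XBP1 (0.45), EDEM2 (0.45) and SDF2L1 (0.44), of which the last 4 lost their calls without any 1 of the 6 arrays (adjusted p up to 0.151, 0.136, 0.152 and 0.139). Among 12 further lipid synthesis genes the median was 0.203 (permutation adjusted p = 0.000528, lost with an unadjusted p = 0.0638 with an estimated correlation), 11 had a higher mean and 0 passed, with FADS2 at 0.29, PCYT2 at 0.29 and ACACA at 0.25. FASN (0.43), ELOVL6 (0.43), SREBF1 (0.44), AACS (0.40) and ELOVL4 (0.56) had raised that question. The first 4 lost their calls without any 1 of the 6 arrays (adjusted p up to 0.114, 0.185, 0.128 and 0.162), and ELOVL4 without DMSO replicate 1 or 2 (up to 0.0558). With A4 the medians were -0.01 and -0.02 (permutation adjusted p = 0.927 and 0.917), and against A4 both lists were higher with GSI (0.000522 and 0.000528, and unadjusted p = 0.00701 and 0.0597 with an estimated correlation, which the lipid list thus lost). A joint rise of lipid synthesis and folding genes with GSI may thus be a hypothesis to follow up. The arrays cannot say whether it belongs to lower Notch signaling, to other substrates of gamma-secretase or to the inhibitor itself.

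At an unadjusted p under 0.05, 4952 genes passed in at least 1 comparison with DMSO, and 688 passed after adjustment. The first count is higher than the value quoted from the study above, whose text does not say whether its p was adjusted.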
